# Recombinant thrombomodulin protects against LPS‐induced acute respiratory distress syndrome via preservation of pulmonary endothelial glycocalyx

**DOI:** 10.1111/bph.15153

**Published:** 2020-07-14

**Authors:** Kodai Suzuki, Hideshi Okada, Genzou Takemura, Chihiro Takada, Hiroyuki Tomita, Hirohisa Yano, Isamu Muraki, Ryogen Zaikokuji, Ayumi Kuroda, Hirotsugu Fukuda, Ayane Nishio, Shigeo Takashima, Akio Suzuki, Nagisa Miyazaki, Tetsuya Fukuta, Noriaki Yamada, Takatomo Watanabe, Tomoaki Doi, Takahiro Yoshida, Keisuke Kumada, Hiroaki Ushikoshi, Shozo Yoshida, Shinji Ogura

## Abstract

**Background and Purpose:**

Disruption of the endothelial glycocalyx is causally related to microvascular endothelial dysfunction, a characteristic of sepsis‐induced acute respiratory distress syndrome (ARDS). Recombinant human thrombomodulin (rhTM) attenuates vascular endothelial injuries, but the underlying mechanism remains elusive. Here, we investigated the structural basis and molecular mechanisms of rhTM effects on vascular endothelial injury in a model of sepsis.

**Experimental Approach:**

LPS (20 mg·kg^−1^) was intraperitoneally injected into 10‐week‐old male C57BL6 mice, and saline or rhTM was intraperitoneally injected 3 and 24 h after LPS injection. Using serum and/or lung tissue, histological, ultrastructural, and microarray analyses were performed.

**Key Results:**

Survival rate of rhTM‐treated mice was significantly higher than that of control mice 48 h after LPS injection. Serum concentrations of IL‐6 and high‐mobility group box 1 were lower in the rhTM‐treated group than in the control. Injury to the endothelial glycocalyx in pulmonary capillaries was attenuated by rhTM treatment. Gene set enrichment analysis revealed up‐regulation of gene sets corresponding to cell proliferation/differentiation and anti‐inflammation, such as the TGF‐β pathway, and negative regulation of IL‐6, upon rhTM treatment. Gene expression of heparan sulfate 6‐*O*‐sulfotransferase 1 and endothelial cell‐specific molecule 1 (components of the endothelial glycocalyx) was significantly preserved by rhTM treatment, and their protein expression levels were maintained in endothelial cells.

**Conclusion and Implications:**

Our findings show that rhTM treatment affected inflammation, cell proliferation/differentiation, and glycocalyx synthesis in serum and lung tissue, subsequently attenuating ARDS caused by endothelial injury.

**Abbreviations**
ARDS: acute respiratory distress syndrome
eGC: endothelial glycocalyx
ESM 1: endothelial cell‐specific molecule 1
GO: Gene Ontology
GSEA: gene set enrichment analysis
HMGB1: high‐mobility group box 1
HS6ST1: heparan sulfate 6‐*O*‐sulfotransferase 1
KEGG: Kyoto Encyclopedia of Genes and Genomes
rhTM: recombinant human thrombomodulin

**What is already known**

- The endothelial glycocalyx is injured during endotoxaemia and exacerbates the acute respiratory distress syndrome.

**What this study adds**

- Recombinant human thrombomodulin protects against endothelial injury by accelerating endothelial glycocalyx synthesis.

**What is the clinical significance**

- Recombinant human thrombomodulin could exert beneficial effects against acute respiratory distress syndrome.

## 1 INTRODUCTION

Acute respiratory distress syndrome (ARDS), a clinical phenotype of sepsis, is characterised by a serious inflammatory development comprising neutrophil integration and pro‐inflammatory cytokine production, thereby causing injuries to the alveolar–capillary integrity with high‐permeability and non‐hydrostatic pulmonary oedema (Shao, Tang, Liu, & Zhu, 2016). Under normal conditions, the vascular endothelial glycocalyx covers the surface of endothelial cells and plays a key role in microvascular and endothelial physiology (Chelazzi, Villa, Mancinelli, De Gaudio, & Adembri, 2015). The glycocalyx is an important determinant of vascular permeability (Henry & Duling, 1999; Vink & Duling, 2000). It also regulates neutrophil adhesion and lung injury during sepsis‐induced ARDS (Schmidt et al., 2012), and its disruption by LPS is causally related to microvascular endothelial dysfunction (Inagawa et al., 2018).

Thrombomodulin, which exists on the surface of endothelial cells and contributes to the maintenance of vascular homeostasis (Esmon, 2005), demonstrates an anti‐inflammatory effect by binding to high‐mobility group box 1 (HMGB1), a nuclear architectural chromatin‐binding protein with roles in DNA organisation and transcription regulation (Kadono et al., 2017). Both DNA organisation and transcription regulation play a crucial role in ARDS progression by promoting lung injury (Abeyama et al., 2005; Ito et al., 2008; Ito & Maruyama, 2011). Soluble recombinant human thrombomodulin (rhTM), consisting of all the extracellular domains of thrombomodulin, has been used to treat patients with disseminated intravascular coagulation (DIC) (Kadono et al., 2017). rhTM binds to thrombin to inhibit its procoagulant activity, promotes protein C activation (Kearon et al., 2005; Khorchidi et al., 2002; Tawara, Sakai, & Matsuzaki, 2016), and reduces the secretion of inflammatory cytokines, including IL‐6 and TNF‐α, under septic conditions (Takahashi et al., 2016).

However, to our knowledge, no study has yet investigated whether rhTM attenuates pulmonary endothelial glycocalyx injuries under endotoxaemic conditions. Therefore, this study aimed to evaluate the condition of the pulmonary endothelial glycocalyx after LPS administration in rhTM‐treated mice.

## 2 METHODS

### 2.1 In vivo animal studies

All animal care and experimental procedures in this study conformed to the Guide for the Care and Use of Laboratory Animals (NIH Publication, 8th Edition, 2011) and were approved by the Institutional Animal Research Committee of Gifu University (30‐190, Gifu, Japan). Animal studies are reported in compliance with the ARRIVE guidelines (Kilkenny, Browne, Cuthill, Emerson, & Altman, 2010) and with the recommendations made by the *British Journal of Pharmacology.* All efforts were made to minimise animals' suffering and reduce the number of animals used. Ten‐week‐old male C57BL6 mice (RRID:MGI:5657202; Chubu Kagaku Shizai, Nagoya, Japan) were housed in a colony room maintained at 25°C with a 12:12 h light/dark cycle. For all experiments, animals had free access to powdered mouse chow (CE‐2 Rodent Diet, Nihon CLEA Ltd., 3.40 kcal·g^−1^; 25.1% protein, 4.51% fat, and 49.7% carbohydrate) before and after 16‐h starvation, and tap water, unless otherwise specified. Power analyses (*α* = 0.05, 1 − *β* = 0.95) using an estimated effect size of 1 (based on previous studies, Suzuki et al., 2019) indicated a minimum necessary sample size of five or six animals per treatment group for the experiments described below.

Following 16‐h starvation, mice were injected i.p. with LPS (20 mg·kg^−1^; Millipore Sigma, Burlington, MA) and, in some assays, with recombinant human thrombomodulin (rhTM, 30 mg·kg^−1^; Asahi Kasei Pharma Corporation, Tokyo, Japan) at 3 and 24 h after LPS injection once per day, similar to the clinical use of rhTM in humans. In sham‐operated mice, PBS was injected instead of LPS. Also as a control, PBS was administered instead of rhTM in the same manner. Mice were distributed to each group in a blinded manner. Survival rate was determined every 6 h after LPS administration. Perfusion fixation and blood sampling from the ophthalmic artery were performed under anaesthesia (using a mixture of medetomidine hydrochloride 0.3 mg·kg^−1^, midazolam 4 mg·kg^−1^, and butorphanol tartrate 5 mg·kg^−1^, given i.p.). The anaesthesia was deemed sufficient if the corneal and hind‐paw withdrawal reflexes were absent. Before lung specimens were obtained, the mice were killed by exsanguination from the ophthalmic artery until the righting reflex was lost.

### 2.2 Serum preparation and elisa

Blood samples were collected from six mice, from the buccal artery, which branches off the maxillary artery, allowed to clot at 25°C for 2 h, and centrifuged (2,000 x *g*, 4°C for 20 min). The supernatant (serum) was then collected. Serum IL‐6 was measured using elisa quantitation kits for mouse IL‐6 (Cat No. M6000B, R&D Systems). HMGB1 was measured using elisa quantitation kits for mouse HMGB‐1 by SRL (Hachioji, Tokyo, Japan).

### 2.3 Histopathological examination

Whole right lobes from the lungs of six individual mice 48 h after LPS administration were fixed with PBS containing 10% formalin and embedded in paraffin. Paraffin sections (4 μm) were then deparaffinised and rehydrated. Finally, slides were counterstained with haematoxylin and eosin, and the coverslipped lung sections were scored as follows for pulmonary oedema: 1 = absent; 2 = detectable seroproteinaceous fluid in one to a few alveoli; or 3 = seroproteinaceous fluid‐filled alveoli in a multifocal to coalescing pattern in the lungs. Neutrophilic infiltration was scored: 1 = absent or rare solitary neutrophils; 2 = detectable extravasated neutrophils observed as small loose cellular aggregates in one or a few airways and/or alveoli; 3 = detectable extravasated neutrophils observed as loose to compact cellular aggregates in multiple to coalescing airway and/or alveoli with some effacement of lung architecture; 4 = detectable extravasated neutrophils observed as compact cellular aggregates effacing most adjacent lung architecture (Langlois et al., 2010). These experiments were performed in a blinded manner to avoid bias.

### 2.4 Western blotting

Total protein concentration in tissue lysates was measured using bicinchoninic acid protein assays, and 10 μg of protein was separated by 10% SDS‐PAGE and transferred onto nitrocellulose membranes (Millipore Sigma, Billerica, MA). Membranes were probed with antibodies against syndecan‐1 (ab34164; Abcam, Cambridge, UK) or α‐tubulin (sc‐5546; Santa Cruz Biotechnology, Dallas, TX), and immunoreactive bands were visualised using enhanced chemiluminescence (GE Healthcare UK). Signal intensities were quantified (as arbitrary units) using ImageJ. Western blotting was performed on five independent samples from individual mice from each group.

### 2.5 Scoring of lectin‐staining intensity

For quantitative analysis of glycocalyx injury, scoring of wheat germ agglutinin (WGA, B‐1025‐5; Vector Laboratories, Burlingame, CA, USA) staining intensity was performed using a fluorescence microscope (BZ‐X810, Keyence, Osaka, Japan) and ImageJ software. After deparaffinisation, sections (4 μm) were cut and incubated with WGA biotin conjugate (BK‐1000, Vector Laboratories, Burlingame, CA) at 4°C overnight. After washing with PBS three times, the sections were incubated with DyLight 594 Streptavidin (SA‐5594, Vector Laboratories, Burlingame, CA) at 1:200 dilution in PBS at room temperature for 1 h. After washing with PBS twice, the sections were covered by coverslips. The intensity of WGA expression was scored manually in 10 high‐power fields per sample (*n* = 6 per sample), in the focal plane.

### 2.6 Immunohistochemistry

After deparaffinisation, the sections (4 μm) were cut and incubated with primary antibodies against Ki‐67 (ab16667; Abcam, Cambridge, UK), heparan sulfate 6‐*O*‐sulfotransferase 1 (HS6ST1, bs‐10701R; Bioss Antibodies, Woburn, MA, USA), endothelial cell‐specific molecule 1 (ESM 1; ab103590; Abcam, Cambridge, UK), and the endothelial cell marker CD31 (M0823; Dako, Santa Clara, CA, USA). The target proteins were visualised using the VECTASTAIN Elite ABC system (Vector Laboratories) or the secondary antibodies (Alexa Fluor 488 and 568, Invitrogen) and Hoechst nuclear stain. The immuno‐related procedures used comply with the recommendations made by the *British Journal of Pharmacology.*

### 2.7 Electron microscopy

Electron microscopic analysis of the endothelial glycocalyx was performed as described previously (Inagawa et al., 2018; Okada et al., 2017). Briefly, mice were anaesthetised and then perfused with a solution composed of 2% glutaraldehyde, 2% sucrose, 0.1‐M sodium cacodylate buffer (pH 7.3), and 2% lanthanum nitrate, at a steady flow rate of 1 ml·min^−1^, through a cannula placed in the left ventricle. After mice were killed, lung samples were fixed in a solution without glutaraldehyde and washed thereafter in alkaline (0.03‐M NaOH) 2% sucrose solution. The freeze‐fracture method was used to prepare samples for scanning electron microscopy (S‐4800, Hitachi, Tokyo, Japan), but the method for transmission electron microscopy included embedding the specimens in epoxy resin followed by generation of ultrathin (90‐nm) sections that were stained with uranyl acetate and lead citrate and subjected to transmission electron microscopy analysis (HT‐7700, Hitachi). To prepare samples for conventional electron microscopy, 2.5% glutaraldehyde in 0.1‐M phosphate buffer (pH 7.4) without lanthanum nitrate was used as the fixative.

### 2.8 Microarray analysis

For microarray analysis, lung tissues were obtained from both saline‐ or rhTM‐treated mice 30 h after LPS administration (*n* = 3 each). Total RNA was extracted using a simplyRNA Tissue Kit (Promega, Fitchburg, WI, USA) on a Maxwell RSC instrument. Gene expression analysis of the RNA samples was performed using an Agilent Expression Array (SurePrint G3 Mouse GE 8 × 60K Microarray). The obtained data were analysed and visualised with MeV MultiExperiment Viewer and DAVID. Differentially expressed genes between the rTM‐treated and control saline groups were identified based on the fold change of at least 2 (up‐regulated) or less than 0.5 (down‐regulated) and a *P* value of less than 0.01. Further, gene set enrichment analysis (GSEA) was used to analyse pathway enrichment (http://software.broadinstitute.org/gsea/index.jsp). All microarray data were deposited in the Gene Expression Omnibus (GEO) under Dataset Accession No. GSE130362 (http://www.ncbi.nlm.nih.gov/geo/).

### 2.9 RNA extraction, cDNA synthesis, and quantitative real‐time PCR

RNA was extracted and purified from the lung tissues of six individual mice in each saline‐ and rhTM‐treated group using RNA‐Bee (Tel‐Test, Inc, Friendswood, TX) according to the manufacturer's protocol. RNA concentration and integrity were assessed spectrophotometrically, after which the RNA was reverse transcribed using the high‐capacity cDNA reverse transcription kit (Applied Biosystems, Carlsbad, CA). cDNA was used as a template for quantitative real‐time (qRT)‐PCR, which was performed using TB Green Premix Ex Taq II (Takara Bio) according to the manufacturer's protocol, on a Thermal Cycler Dice TP 990 machine (Takara Bio). The PCR reaction conditions were 50°C for 2 min, 95°C for 10 min, followed by 40 cycles of 95°C for 15 s, plus 60°C for 1 min. The relative quantification of each transcript (*HS6ST1*, *ESM 1*, and *HPSE*) was determined by setting the threshold cycle (Ct) for each sample to reflect the cycle number at which the fluorescence generated within the reaction crossed the threshold level chosen as a point when the amplification was in an exponential phase. *GAPDH* was used as the loading control. The function 2ΔCt was used to determine relative abundance differences, where ΔCt was the difference in Ct values between the compared samples. Primers used in the various PCR reactions are provided in the Table S1.

### 2.10 Data and statistical analysis

Data are presented as means ± SEM. Student's two‐tailed *t* test was used for comparing the two groups, and survival data were analysed using the log‐rank test; *P* < 0.05 was considered significant. All calculations were performed using GraphPad Prism (Ver. 7.02; La Jolla, CA). The data and statistical analysis comply with the recommendations of the *British Journal of Pharmacology* on experimental design and analysis in pharmacology.

### 2.11 Materials

Recombinant human thrombomodulin was provided by Asahi Kasei Pharma Corporation.

### 2.12 Nomenclature of targets and ligands

Key protein targets and ligands in this article are hyperlinked to corresponding entries in http://www.guidetopharmacology.org, the common portal for data from the IUPHAR/BPS Guide to PHARMACOLOGY (Harding et al., 2018), and are permanently archived in the Concise Guide to PHARMACOLOGY 2019/20 (Alexander et al., 2019).

## 3 RESULTS

### 3.1 Treatment with rhTM improved survival after LPS injection

To produce an experimental model of endotoxaemia, LPS (20 mg·kg^−1^) was administered i.p. to 10‐week‐old C57BL6 male mice. The survival rate at 30 h after LPS injection was 65% (52/80) in the control group mice, after which it significantly decreased to 28% (22/80) by 36 h after LPS administration. Alternatively, at 48 h after LPS administration, the survival rate of rhTM‐treated mice was significantly improved over that of control mice (Figure 1a).

**FIGURE 1:**
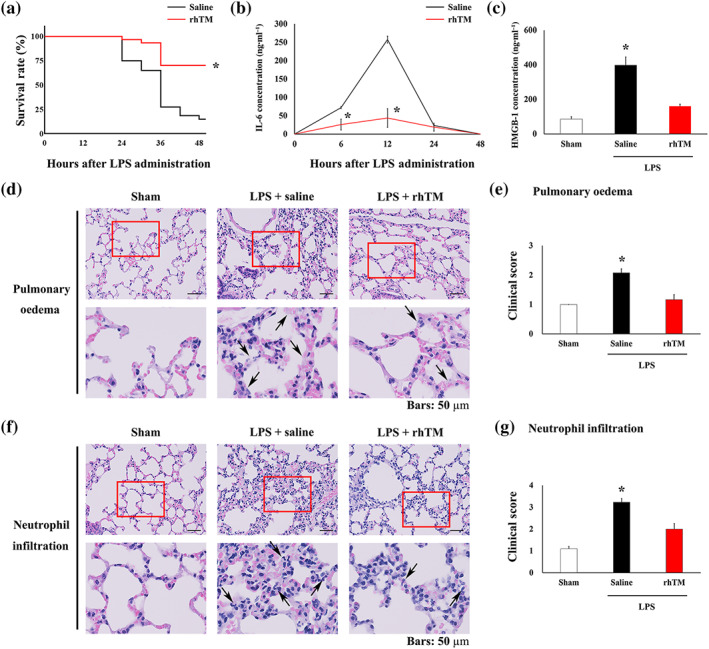
Recombinant human thrombomodulin (rhTM) treatment attenuated LPS‐induced pulmonary injury. (a) Kaplan–Meier survival curves for saline‐injected mice (*n* = 80) and rhTM‐treated mice (*n* = 30) after LPS administration. (b) Serum IL‐6 and (c) high‐mobility group box 1 (HMGB1) concentration was measured in mice using elisa (*n* = 6 each). (d) Haematoxylin and eosin‐stained lung tissues; arrows indicate oedema. (e) Summary data from histological scoring of lung injury caused by pulmonary oedema (*n* = 6 each). (f) Haematoxylin and eosin‐stained lung tissues; arrows indicate neutrophil infiltrations. (g) Summary data from histological scoring of lung injury caused by pulmonary infiltration (*n* = 6 each). In a and b, ^*^ *P* < .05, significantly different from saline‐injected mice. In c, e and g, ^*^ *P* < .05, significantly different from sham or LPS+rhTM

In control mice receiving LPS only, IL‐6 levels were significantly raised at 6 h after LPS injection and peaked at 12 h after injection. Thereafter, IL‐6 levels returned to baseline within 48 h after LPS injection (Figure 1b). In rhTM‐treated mice, IL‐6 concentrations were significantly decreased at 6 and 12 h after LPS administration compared with those in control mice. Moreover, serum HMGB1 levels were decreased in rhTM‐treated mice compared with that in untreated mice 48 h after LPS administration (Figure 1c).

To assess pulmonary injury 48 h after LPS injection, we used the previously reported clinical scoring system (Figure 1d–g) (Langlois et al., 2010; Meyerholz et al., 2008). LPS‐injected mice showed increased levels of pulmonary oedema and neutrophil infiltration compared with sham mice. Conversely, rhTM treatment resulted in a significant decrease in both pulmonary oedema and neutrophil infiltration compared with those in saline‐injected mice after LPS administration. These data suggest the attenuation of pulmonary injury by rhTM treatment after LPS administration.

### 3.2 Pulmonary endothelial glycocalyx injury was attenuated in rhTM‐treated mice

Syndecan‐1, a component of the glycocalyx, was found to be degraded after LPS administration. However, syndecan‐1 degradation was markedly attenuated in rhTM‐treated mice compared with that in saline‐treated mice (Figure 2a,b). To quantitatively assess endothelial glycocalyx injury, we performed intensity measurements using WGA staining, which enabled visualisation of endothelial glycocalyx (Kataoka et al., 2016).

**FIGURE 2:**
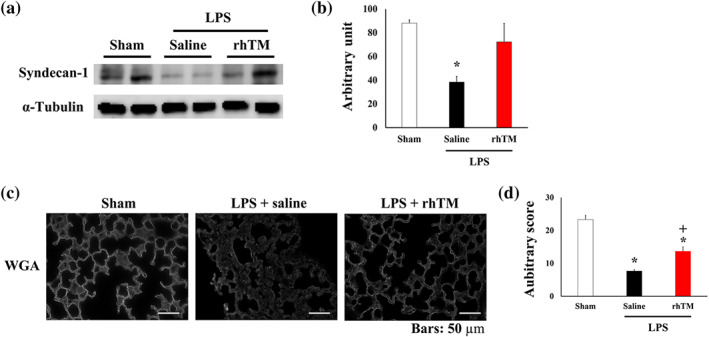
Recombinant human thrombomodulin (rhTM) attenuated LPS‐induced endothelial glycocalyx injury. (a) Representative image of Western blotting of syndecan‐1 in the lungs of sham and saline‐ or rhTM‐treated mice after LPS injection. (b) Densitometry showing relative levels of syndecan‐1 (*n* = 5 per group). ^*^ *P* < .05, significantly different from sham or LPS+rhTM. (c) Lectin, a glycocalyx‐binding glycoprotein, stained by wheat germ agglutinin (WGA). Bars: 50 μm. (d) WGA intensity of saline‐ and rhTM‐injected mouse lungs with and without LPS administration (*n* = 6 each). ^*^ *P* < .05, significantly different from sham mice. ^+^ *P* < .05 significantly different from saline+LPS group

WGA intensity was reduced in saline‐injected mice after LPS administration compared with that in sham mice (Figure 2c,d). After LPS injection, WGA intensity was increased in rhTM‐treated mice compared with that in saline‐treated mice. These results together suggest that endothelial glycocalyx injury in lung capillaries was attenuated by rhTM treatment.

### 3.3 rhTM maintained endothelial glycocalyx structure under endotoxaemic conditions

The ultrastructure of the endothelium and endothelial glycocalyx was analysed using electron microscopy. Conventional scanning electron microscopy results showed the pulmonary capillaries to be of the continuous type, characterised by the presence of an uninterrupted endothelium and a continuous basal lamina, in sham mice (Figure 3a,d). After LPS administration, granulocytes were frequently observed in the pulmonary capillaries, and the inner surface of the vascular endothelium became rough, probably owing to vasculitis by LPS‐induced endotoxaemia (Figure 3b,e). Conversely, rhTM treatment attenuated these effects (Figure 3c,f). To visualise the endothelial glycocalyx, lanthanum nitrate staining was performed. In sham mice, the endothelial glycocalyx was observed to form a continuous structure and cover the inner surface of the vascular endothelium (Figure 3g). After LPS administration, the endothelial glycocalyx was degraded, and its continuous structure was broken in the untreated mice, whereas the continuous structure of endothelial glycocalyx was retained in the rhTM‐treated mice (Figure 3h,i).

**FIGURE 3:**
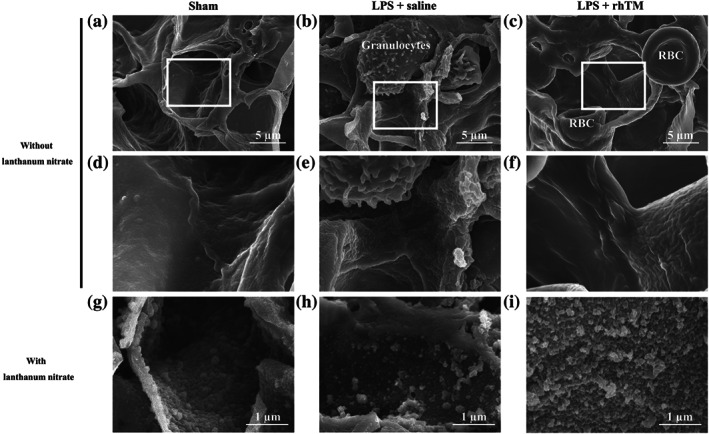
Ultrastructural imaging of pulmonary endothelial injury by scanning electron microscopy. Pulmonary endothelial injury and endothelial glycocalyx injury were attenuated morphologically to a greater extent in recombinant human thrombomodulin (rhTM)‐treated mice than in saline‐injected mice. Conventional imaging (without lanthanum nitrate) of pulmonary endothelium through scanning electron microscopy in (a, d) sham mice and (b, e) saline‐injected and (c, f) rhTM‐treated mice after LPS administration. (d), (e), and (f) are expanded images of the white‐boxed area in (a), (b), and (c) respectively. Glycocalyx imaging (with lanthanum nitrate) through scanning electron microscopy in (g) sham mice and (h) saline‐injected and (i) rhTM‐treated mice after LPS administration. RBC, red blood cell

Conventional transmission electron microscopy revealed a smooth inner surface of the vascular endothelium and thin endothelial wall in sham mice (Figure 4a,d). However, after LPS injection, the inner surface of the vascular endothelium became rough, and the endothelial wall became oedematous (Figure 4b,e). Conversely, rhTM treatment attenuated endothelial oedema after LPS administration (Figure 4c,f).

**FIGURE 4:**
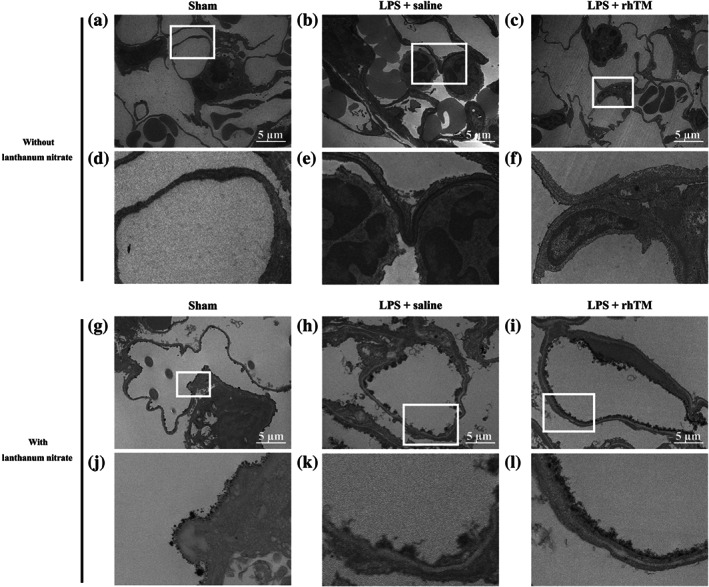
Ultrastructural imaging of pulmonary endothelial injury by transmission electron microscopy. Pulmonary endothelial injury and endothelial glycocalyx injury were morphologically attenuated to a greater extent in recombinant human thrombomodulin (rhTM)‐treated mice than in saline‐injected mice. Conventional imaging (without lanthanum nitrate) of pulmonary endothelium by transmission electron microscopy in (a, d) sham mice and (b, e) saline‐injected and (c, f) rhTM‐treated mice after LPS administration. (d), (e), and (f) are expanded images of the white‐boxed area in (a), (b), and (c) respectively. Glycocalyx imaging (with lanthanum nitrate) by scanning transmission electron microscopy in (g, j) sham mice and (h, k) saline‐injected and (i, l) rhTM‐treated mice after LPS administration. (j), (k), and (l) are expanded images of the white‐boxed area in (g), (h), and (i) respectively

Lanthanum nitrate‐stained transmission electron microscopy revealed that the endothelial glycocalyx indeed forms a continuous structure and covers the inner surface of the vascular endothelium (Figure 4g,j). After LPS injection, the endothelial glycocalyx was peeled away, thereby breaking the continuous structure in untreated mice. Conversely, in the rhTM‐treated group, the continuous structure of the glycocalyx was maintained, and endothelial glycocalyx injury was attenuated (Figure 4h,i,k,l). These results indicate that rhTM treatment attenuated endothelial glycocalyx injury under endotoxaemia.

### 3.4 GSEA following rhTM treatment in the lungs

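For the microarray comparison, male C57BL6 mice aged 10 weeks were starved for 16 h and given LPS i.p. at 20 mg·kg−1. They then received rhTM at 30 mg·kg−1 or the control injection 3 h and again 24 h later. The control is named as saline for the microarray and in the sample labels, and as PBS in the general animal methods. Lungs were taken 30 h after LPS from 3 mice of each group, and the RNA of each mouse was hybridised to its own Agilent SurePrint G3 Mouse array. For the RNA extraction, the methods name a simplyRNA Tissue Kit and the sample labels an RNeasy kit. Such an array carries DNA probes for mouse transcripts, and a scanner reads the brightness of each spot in 1 colour. The authors deposited the scanner output of every array, in which Feature Extraction had corrected the background within the array without scaling between arrays. They also deposited a table of processed values of the same 6 arrays.
In 4 of the 6 columns of that table, more than 99.9% of probes equalled the scanner output of the same sample to within 0.1%. The other two columns were exchanged. The column of saline replicate 1 held the scanner values of rhTM replicate 2, and the column of rhTM replicate 2 held those of saline replicate 1, with a match at 99.9% of probes in both cases. Against their own scanner output, the match was 0.137% and 0.135% of probes. The paper's text does not settle which assignment is right. The scanner output was used as assigned in the deposit, a choice fixed before the data were examined, and results from the authors' table are given beside it.
Each array held 59305 spots for 56605 probes. In the saline group 40647, 39553 and 36586 probes were well above background on replicates 1, 2 and 3, and in the rhTM group 36243, 37421 and 37013. The 75th percentile of the signal lay between 673 and 838 on the 6 arrays. The arrays came from 2 slides. By the scanner output, slide 2 held saline replicate 1 and rhTM replicate 3, and slide 1 held the other four arrays. By the table, slide 2 held rhTM replicates 2 and 3, and no saline array. The RNA spike-ins of the array scanned as saline replicate 1 had a slope of 0.826, outside the software's range, whereas those of the other arrays had slopes from 1.07 to 1.09.
For the values given with the results, the 75th percentile of each array was subtracted from its log2 signals, and probes with only outlier-flagged spots on some array were left out. A probe was tested when it was well above background on all 3 arrays of at least 1 group, and each gene was represented by its brightest probe. This left 16370 genes from the scanner output and 16320 from the authors' table. The arrays number 3 per group, which limits the precision of every value.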

Because rhTM treatment was found to significantly improve survival rate following LPS injection, we next sought to comprehensively determine which genes were affected by rhTM treatment. To this end, GSEA was performed in the control saline‐ and rhTM‐treated groups. 

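Before any gene sets are considered, the 2 groups were compared gene by gene with limma's moderated test. After Benjamini-Hochberg adjustment over 16370 genes, 0 genes were higher and 0 lower in the rhTM-treated group, and the lowest adjusted p was 0.9998. At an unadjusted p under 0.05 there were 303 genes, whereas 818.5 would fall there by chance. The thresholds stated in the methods, a fold change of at least 2 or at most 0.5 with an unadjusted p under 0.01, were passed by 3 genes higher and 5 lower with rhTM. The methods' t-test left 1 gene past those thresholds, 335 genes at an unadjusted p under 0.05 and 0 after adjustment. With the slide as a block, 0 genes passed the adjustment, and 3 higher and 6 lower passed the thresholds.
The authors' table also gave 0 genes after adjustment, with a lowest adjusted p of 0.288, but 2324 genes at an unadjusted p under 0.05, and 48 higher and 17 lower past the paper's thresholds. The methods' t-test on the table left 15 genes past the thresholds and 0 after adjustment. The groups did not overlap for 5.51% of genes by the scanner output and for 21.9% by the table, where chance gives 10%. Without rhTM replicate 1, in an alternative chosen after seeing the data, the table gave 455 genes higher and 157 lower after adjustment, in a comparison where both remaining rhTM arrays lie on slide 2 and no saline array does.
Because no gene passed, those named here are the 5 with the smallest unadjusted p in each direction. Rgs5 gave 0.376 ± 0.114 of the array's 75th percentile in rhTM-treated mice and 0.149 ± 0.0153 in saline-treated mice (SD, n = 3), a log2 fold change of 1.30 (standard error 0.22, adjusted p = 0.9998 from limma). Every rhTM array lay above every saline array (exact permutation test, two-sided p = 0.10, the smallest that 3 arrays against 3 allow). Frem1, Slc38a11 and Efhc2 were also higher, with log2 fold changes of 0.63, 0.66 and 0.88. Vwce, which was not well above background on any saline array, was at least 2.06-fold higher by these values. That bound depends on the background correction and on the arrays, as the log2 fold change of Vwce, 1.15, was 0.28 after normexp and 0.93 without rhTM replicate 1. Lypd8, Erbb3, Gabrq, 4833428L15Rik and Slc23a4 were lower, with log2 fold changes of -0.90, -0.70, -0.73, -0.93 and -0.90. Of these, Erbb3 was well above background on 1 rhTM array only, and 4833428L15Rik and Slc23a4 on 2. After normexp all of these log2 fold changes were closer to 0, at 0.94 for Rgs5, 0.49 for Frem1, 0.20 for Slc38a11, 0.33 for Efhc2, -0.39 for Lypd8, -0.20 for Erbb3, -0.14 for Gabrq, -0.18 for 4833428L15Rik and -0.31 for Slc23a4. Normexp was run with an offset of 50, which by itself brings the fold changes of dim genes closer to 0. Their shrinkage is therefore no evidence against the changes. Without normexp, the second probe of Gabrq gave 0.04 and that of Frem1 0.27. In the authors' table the groups overlapped for each of these genes that was tested, and the log2 fold change of Rgs5 was 0.51 (adjusted p = 0.653 from limma).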

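Hs6st1 encodes a sulfotransferase that modifies heparan sulfate, and Esm1 encodes endothelial cell-specific molecule 1. Each was measured by a single probe, well above background on all 6 arrays. By the scanner output, the signal of Hs6st1 was 8.63 ± 1.18 times the array's 75th percentile in rhTM-treated mice and 7.56 ± 0.730 in saline-treated mice (SD, n = 3). This is a log2 fold change of 0.19 (standard error 0.15, adjusted p = 0.9998 from limma). The groups overlapped (exact permutation test, two-sided p = 0.2). Esm1 was 2.51 ± 1.40 in rhTM-treated mice and 1.76 ± 0.294 in saline-treated mice (SD, n = 3), a log2 fold change of 0.39 (standard error 0.37, adjusted p = 0.9998 from limma; exact permutation test, p = 0.6). The SD of the rhTM-treated group was larger than the difference of the means for both genes. The higher mean of Esm1 rested on rhTM replicate 1, whose log2 value was 2.04 against 0.60 and 0.93 for replicates 2 and 3. Without that array the log2 fold change of Esm1 was -0.04.
By the authors' table, Hs6st1 was 8.95 ± 0.548 in rhTM-treated mice and 7.18 ± 0.0853 in saline-treated mice (SD, n = 3), a log2 fold change of 0.32 (standard error 0.10, adjusted p = 0.309 from limma). Every rhTM value was then above every saline value (exact permutation test, p = 0.10). The unadjusted p of Hs6st1 from limma was 0.0152, against 0.258 by the scanner output. Esm1 was 2.60 ± 1.30 against 1.66 ± 0.314 (SD, n = 3), a log2 fold change of 0.56 (standard error 0.33, adjusted p = 0.460 from limma; exact permutation test, p = 0.3), and its groups overlapped. Without rhTM replicate 1, in an alternative chosen after seeing the data, the table gave Esm1 a log2 fold change of 0.18.
With the slide as a block, the scanner output gave the same log2 fold changes, with an adjusted p of 0.922 for both genes. In an alternative chosen after seeing the data, the table with the slide as a block gave 0.39 for Hs6st1 (adjusted p = 0.0986 from limma) and 1.33 for Esm1 (adjusted p = 0.0432). That fit compares rhTM replicate 1 alone with the saline arrays, since the other rhTM arrays are then the whole of slide 2.
The paper's text does not name the metric behind its ranking, so genes were ordered by the default signal-to-noise metric of GSEA, the difference of the group means over the sum of the group SDs. From the rhTM end, Hs6st1 then stood at place 1851 and Esm1 at place 1013 of 16370 genes. By the table they stood at places 1632 and 1492 of 16320 genes. In these orders each SD was set to at least 0.2 of its mean. With signal-to-noise on log2 values and no such limit, Hs6st1 stood at place 1766 by the scanner output and Esm1 at place 3118. By the table, in a combination chosen after seeing the data, they stood at places 49 and 2847. The scale and the limit changed together, so the effect of each cannot be told apart.

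**Figure D1:**
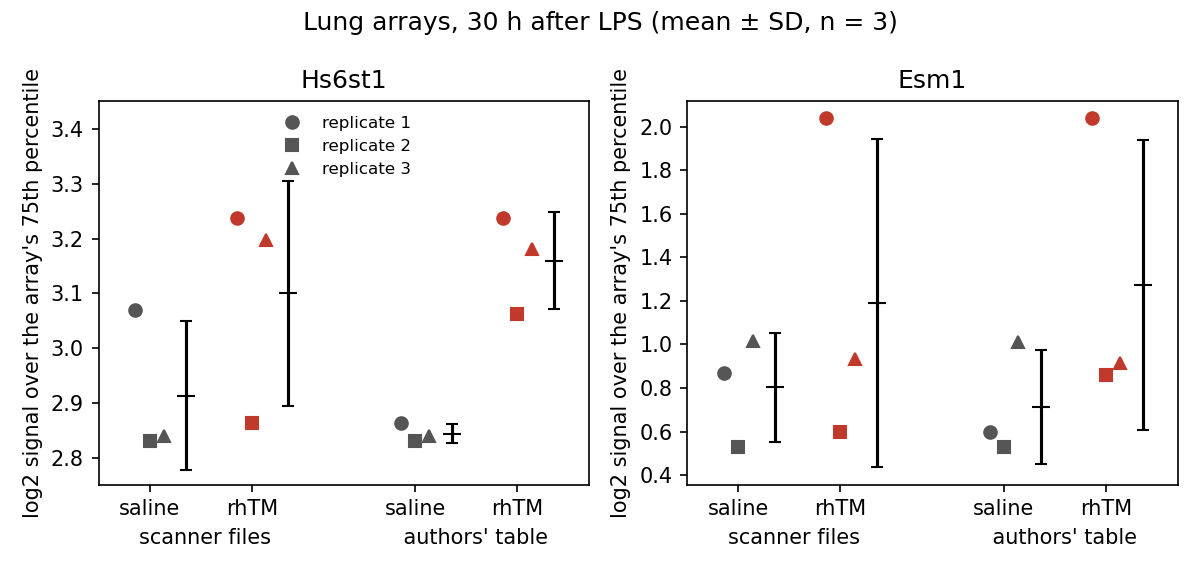
Signal of Hs6st1 and Esm1 on each array (log2, relative to the array's 75th percentile) in saline-treated (grey) and rhTM-treated (red) mice, by the scanner output on the left of each panel and by the authors' table on the right. Symbols mark replicates 1 to 3 and bars show the mean ± SD (n = 3). For Esm1, rhTM replicate 1 at 2.04 lies above all other values, and for Hs6st1 the groups overlap by the scanner output and not by the table.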

The expression of *HS6ST1* and *ESM 1* (components of the endothelial glycocalyx) was significantly increased following rhTM treatment, with their expression shown to be the 4th and 20th highest among all 13,337 genes respectively (Figure 5a). To further confirm the GSEA results, qRT‐PCR was performed for *H6ST1* and *ESM* in the saline‐ and rhTM‐treated groups. Results found that the expression of *H6ST1* and *ESM 1* in rhTM‐treated mice was significantly increased compared with that in the control mice. These results were consistent with those obtained via microarray analysis (Figure S1). Moreover, following Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis of GSEA, gene sets associated with placental blood vessel development (Figure 5b), negative regulation of IL‐6 (Figure 5c), and the TGF‐β and JAK–STAT signalling pathway (Figure 5d,e) were significantly up‐regulated in the rhTM‐treated group compared with those in the control group (*P* < 0.01). Conversely, the expression of genes associated with glycosaminoglycan degradation was not found to differ significantly between the rhTM‐treated and control mice (Figure S2). Additionally, the qRT‐PCR results revealed no significant differences in the expression of *HPSE* (heparinase), an enzyme that degrades polymeric heparan sulfate molecules, between rhTM‐treated and saline‐injected mice (Figure S3). Together, these results suggest that rhTM treatment may functionally affect anti‐inflammatory, cell proliferation or differentiation and glycocalyx synthesis pathways.

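The leading-edge genes printed in Fig. 5b–e were looked up on the arrays. They were chosen by the paper from these same 6 arrays, so their direction is no independent evidence. For placental blood vessel development, 6 of 8 genes had a higher mean in the rhTM-treated group, both by the scanner output and by the authors' table, with a median log2 fold change of 0.14 and 0.23. Every rhTM array was above every saline array for 0 of these genes by the scanner output and for 3 by the table. For negative regulation of IL-6 production, 5 of 5 genes were higher by the scanner output and 4 of 5 by the table, with 0 and 1 gene free of overlap. Without rhTM replicate 1, 3 of these 5 genes were higher by the scanner output, as were 4 of the 8 genes of placental blood vessel development. For TGF-β signalling, 11 of 13 genes were higher by the scanner output and 8 of 13 by the table. Without rhTM replicate 1, 8 were higher by the scanner output. Smad1 had the largest log2 fold change by the scanner output, 0.52, with a log2 value of 3.48 on rhTM replicate 1 and 2.63 and 2.72 on replicates 2 and 3. By the table its log2 fold change was 0.23 and the groups overlapped. For JAK–STAT signalling, 15 and 16 of 20 genes were higher, and 14 by the scanner output without rhTM replicate 1. Csf3 had the largest log2 fold change, 0.76 by the scanner output and 1.04 by the table. By the scanner output its log2 value was 0.36 on rhTM replicate 1 and -1.61 and -0.47 on replicates 2 and 3. Every rhTM array was above every saline array for 1 TGF-β gene by the scanner output and for 2 by the table. The table also had 1 TGF-β gene with every rhTM array below. For JAK–STAT signalling 1 gene was above by the scanner output, and 7 were above and 2 below by the table. After adjustment over all genes, or over each list alone, 0 of these genes passed 0.05 in limma's test by either assignment.
The GO and KEGG sets themselves were not used here. In their place, lists of pathway members were written before the data were examined and tested with camera, which compares the limma statistics of a list with those of all other genes. Of 75 TGF-β signalling genes measured, 36 were higher with rhTM. The mean log2 fold change was -0.0064 and the adjusted p, over 5 lists, was 0.945. By the table, 36 of 75 were higher, with a mean of -0.0034 and an adjusted p of 0.821. Of 117 JAK–STAT signalling genes, 62 were higher by the scanner output, with a mean log2 fold change of 0.03 (adjusted p = 0.726), and 59 by the table, with a mean of 0.05 (adjusted p = 0.485). Adjusted over the list alone, 0 TGF-β genes passed by the scanner output and 1 by the table, and 0 JAK–STAT genes by either. Over all genes tested, 0 passed. Pre-ranked GSEA with the fgsea package gave the JAK–STAT list a normalized enrichment score of 1.24 by the scanner output (adjusted p = 0.164) and 1.40 by the table (adjusted p = 0.0674). For the TGF-β list the scores were -0.75 and -0.93 (adjusted p = 0.916 and 0.599). The Reactome set of TGF-β receptor signalling, with 67 genes, had a mean log2 fold change of 0.02 by the scanner output (camera, adjusted p = 0.419).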

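The list of glycosaminoglycan degradation enzymes written for this comparison held 19 genes, of which 16 were measured. By the scanner output, 3 of the 16 were higher in the rhTM-treated group, with a median log2 fold change of -0.09 and a mean of -0.22. Arsb, at -1.60, had the largest change, and its 3 saline arrays were far apart, with log2 values of -4.42, -3.39 and -1.07. The camera test with its preset correlation between genes gave an adjusted p of 0.0157, and pre-ranked GSEA a normalized enrichment score of -1.73 (adjusted p = 0.0331). The list did not pass when the correlation was estimated from the arrays (adjusted p = 0.693) or in the fry test (adjusted p = 0.551). It also failed to pass without saline replicate 1 or 2 and without rhTM replicate 1 or 2, with adjusted p from 0.0535 to 0.169. By the authors' table, 5 of the 16 were higher, with a mean of -0.15 (camera, adjusted p = 0.485). The Reactome set for heparan sulfate degradation, with 19 genes measured, had a mean of -0.05 (camera, adjusted p = 0.419). After adjustment 0 single genes of the list passed in limma's test, over the list alone or over all genes. Among them, Hpse, which encodes heparanase, was 0.798 ± 0.0695 times the array's 75th percentile in rhTM-treated mice and 0.823 ± 0.0893 in saline-treated mice (SD, n = 3; exact permutation test, p = 0.8), a log2 fold change of -0.04. By the table the log2 fold change of Hpse was 0.0051, and its second probe gave -0.22 by the scanner output and 0.05 by the table.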

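Lists written before the data were examined were tested with camera for synthesis and proliferation too. Of 20 enzymes of heparan sulfate synthesis measured, Hs6st1 among them, 10 were higher in the rhTM-treated group by the scanner output. The mean log2 fold change was -0.0100 and the median 0.02 (adjusted p = 0.945). By the authors' table, 10 of 20 were higher, with a mean of 0.06 and a median of -0.0052 (adjusted p = 0.518). The list of glycocalyx core proteins, with 10 of 20 genes higher, had a mean of -0.0100. Chondroitin and dermatan sulfate synthesis, with 8 of 15 higher, had a mean of -0.07 (adjusted p = 0.720 for both, over 19 lists). By the table these means were 0.08 and -0.18 (adjusted p = 0.299 and 0.244). The first of these lists also held the hyaluronan synthases Has1, Has2 and Has3 and the enzyme Prcp, which are not core proteins. By the scanner output their log2 fold changes were -0.69, 0.37, 0.44 and 0.39.
Of 38 cell cycle genes, 3 were higher with rhTM by the scanner output and 8 by the table. Their mean log2 fold change was -0.13 by the scanner output (adjusted p = 9.32e-05) and -0.10 by the table (adjusted p = 0.262). The call by the scanner output was lost with an estimated correlation between genes (adjusted p = 0.818), in the fry test (adjusted p = 0.928) and without rhTM replicate 1, where the mean was -0.02 (adjusted p = 0.639). It was kept in pre-ranked GSEA, with a normalized enrichment score of -2.11 (adjusted p = 9.11e-05), against -1.51 by the table (adjusted p = 0.0674). The Reactome set of mitotic cell cycle genes, with 176 of 387 genes higher, had a mean of -0.02 (adjusted p = 0.591). The interleukin-6 and inflammation list had 17 of 26 genes higher by the scanner output, with a mean of 0.10 (adjusted p = 0.298, over 19 lists), and 15 of 26 by the table, with a mean of 0.12 (adjusted p = 0.175). Adjusted over the list alone, 0 genes of these lists passed in limma's test by the scanner output. By the table, 1 gene of the glycocalyx core protein list and 1 of chondroitin and dermatan sulfate synthesis passed. Over all genes tested, 0 passed by either. From its enriched sets, with the higher expression of HS6ST1 and ESM 1, the paper proposes that rhTM may act on inflammation, on proliferation or differentiation and on synthesis of the glycocalyx.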

**FIGURE 5:**
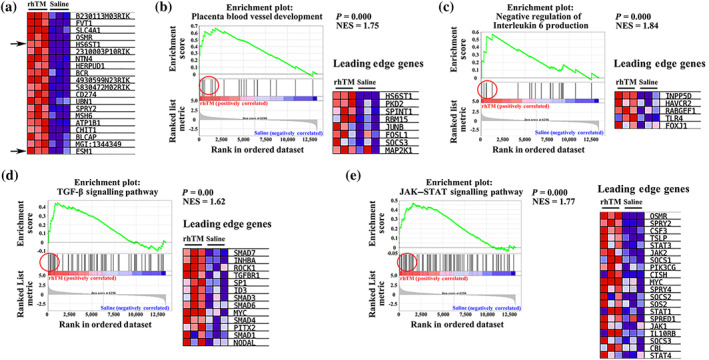
Gene set enrichment analysis. (a) Correlation of heat map and gene list for the top 20 genes of gene set enrichment analysis. (b–e) Enrichment plots and leading‐edge gene lists. (b) Placental blood vessel development, (c) negative regulation of IL‐6 production, (d) TGF‐β signalling pathway, and (e) JAK–STAT signalling pathway. NES, normalised enrichment score

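The genes listed in Fig. 5a were looked up by their printed names or by older synonyms, and 19 of the 20 were found. All 19 had a higher mean log2 signal in rhTM-treated than in saline-treated mice by the scanner output, and 18 of 19 by the authors' table, Tmem127 being the exception at -0.12. The median log2 fold change was 0.15 by the scanner output and 0.13 by the table. Every rhTM array was above every saline array for 2 of the 19 genes by the scanner output and for 7 by the table, where chance alone gives 5% in this direction. The 2 genes, Bcr and Ttpal, each have another probe that was lower with rhTM by the scanner output, at -0.13 and -0.38. Osmr had the largest log2 fold change by the scanner output, 0.43, with a log2 value of 4.30 on rhTM replicate 1 and values of 3.35 and 3.63 on replicates 2 and 3. Slc4a1 had the largest by the table, 0.62. In the signal-to-noise order, the best place among the 19 genes was 319 by the scanner output, held by Osmr, and 542 by the table, held by Slc4a1. Without rhTM replicate 1, 12 of the 19 were higher by the scanner output. With the mean of a gene's probes in place of its brightest probe, 16 were higher. These genes were selected by the paper on these arrays.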

### 3.5 Ki67, HS6ST1, and ESM 1 expression in pulmonary capillaries

Next, to determine the cell proliferation and differentiation capacity, as well as the cellular distribution of HS6ST1 and ESM 1 proteins, immunohistochemical analysis was performed. Specifically, Ki67 expression, a cell proliferation and differentiation marker, was found to be increased in rhTM‐treated mice, compared with the sham and saline‐treated mice (Figure 6a,b). Moreover, HS6ST1 expression was observed in several cell types including inflammatory and endothelial cells. However, its expression in endothelial cells was particularly increased in rhTM‐treated mice compared with sham and saline‐treated mice (Figure 6c,d). To provide further confirmation, double immunostaining for HS6ST1 and CD31, an endothelial cell marker, was performed and HS6ST1 and CD31 were found to be co‐localised in rhTM‐treated mice (Figure 6e). Further, ESM 1 was also expressed in endothelial cells of all experimental groups and in several cell types including inflammatory cells. However, the highest number of ESM 1‐positive endothelial cells was observed in rhTM‐treated mice (Figure 7a,b); meanwhile, both ESM 1 and CD31 were found to be co‐localised in lungs of mice treated with rhTM (Figure 7c). Taken together, these results suggest that rhTM treatment may increase cell proliferation and differentiation and that glycocalyx synthesis may be promoted by HS6ST1 and ESM 1.

**FIGURE 6:**
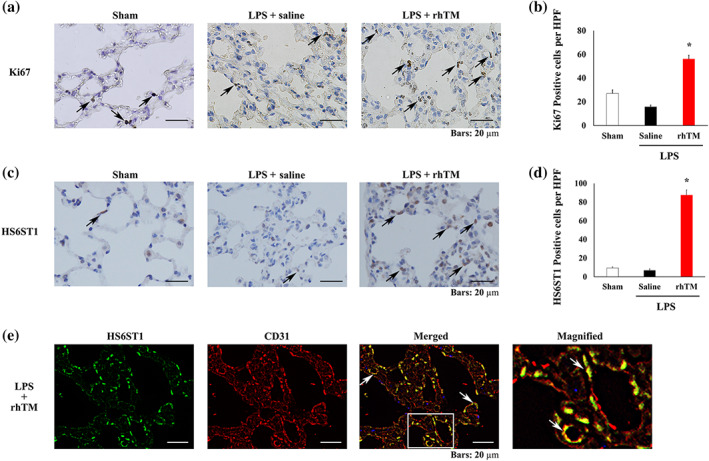
Immunohistochemical analysis of Ki67 and heparan sulfate 6‐*O*‐sulfotransferase 1 (HS6ST1). (a) Immunohistochemical analysis of Ki67 in the lungs of sham mice and saline‐injected and recombinant human thrombomodulin (rhTM)‐treated mice after LPS administration. Arrows indicate Ki67‐positive cells. (b) Graph showing Ki67‐positive cell numbers (*n* = 6 each). ^*^ *P* < .05, significantly different from sham mice. (c) Immunohistochemical analysis of HS6ST1 in the lungs of sham mice and saline‐injected and rhTM‐treated mice after LPS administration. Arrows indicate HS6ST1‐positive endothelial cells. (d) Graph showing HS6ST1‐positive cell numbers (*n* = 6 each). ^*^ *P* < .05, significantly different from sham mice. (e) Double immunofluorescence analysis of HS6ST1 and CD31. The magnified image is the expanded view of the white‐boxed area in the merged image. HPF, high‐power field

**FIGURE 7:**
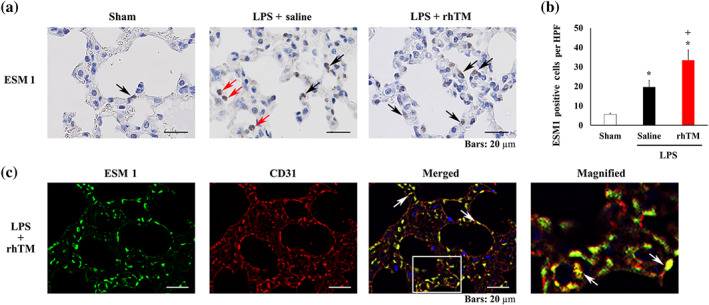
Immunohistochemical analysis of endothelial cell‐specific molecule 1 (ESM 1). (a) Immunohistochemical analysis of ESM 1 in the lungs of sham mice and saline‐injected and recombinant human thrombomodulin (rhTM)‐treated mice after LPS administration. Black arrows indicate ESM 1‐positive endothelial cells. Red arrows indicate ESM 1‐positive inflammatory cells. (b) Graph showing ESM 1‐positive cell numbers (*n* = 6 each). ^*^ *P* < .05, significantly different from sham mice. ^+^ *P* < .05, significantly different from saline+LPS group. (c) Double immunofluorescence analysis of ESM 1 and CD31. The magnified image is the expanded view of the white‐boxed area in the merged image. HPF, high‐power field

## 4 DISCUSSION

This study revealed that rhTM treatment attenuated pulmonary endothelial glycocalyx injuries in mice after LPS administration as compared with that in saline‐treated WT mice. The endothelial glycocalyx covers the surface of healthy vascular endothelial cells and plays an important role in vascular homeostasis (Becker, Chappell, & Jacob, 2010; Chelazzi et al., 2015; Luft, 1966; Okada et al., 2017; Rehm et al., 2004; Reitsma, Slaaf, Vink, van Zandvoort, & Oude Egbrink, 2007; Woodcock & Woodcock, 2012). Previously, it was reported that intact glycocalyx is protective against endothelial disorders (Frati‐Munari, 2013; Gunst et al., 2013). Although this has been applied in specific clinical therapeutic strategies to treat sepsis through endothelial glycocalyx protection (Liu et al., 2018; Wang et al., 2016), these beneficial effects remain controversial and the associated mechanisms had yet to be characterised. Our findings suggest that rhTM may be involved in this glycocalyx protective effect as well as in glycocalyx synthesis.

### 4.1 rhTM accelerates glycocalyx synthesis

Endothelial glycocalyx is synthesised by and covers the surface of endothelial cells in vitro as shown by experiments using HUVEC (Martin, Liberati, & Diebel, 2017). Therefore, the restoration and proliferation of endothelial cells are assumed to be closely related to endothelial glycocalyx synthesis, under septic conditions. The current study revealed accelerated endothelial cell proliferation in rhTM‐treated mice, as supported by GO analysis, which suggested the gene set of TGF‐β signalling pathway and JAK–STAT pathway to be up‐regulated in rhTM‐treated mice. Because the TGF‐β signalling pathway and JAK–STAT pathway contribute to cell proliferation, survival, and differentiation (Constantinescu, Girardot, & Pecquet, 2008; Haan, Kreis, Margue, & Behrmann, 2006; Herpin & Cunningham, 2007; Ikushima & Miyazono, 2010; Murray, 2007; Schmierer & Hill, 2007; Yu, Pardoll, & Jove, 2009), these pathways are expected to be related to survival and restoration of endothelial cells under septic conditions. However, growth factors such as FGF‐10, which occupy roles in cell tissue morphogenesis especially lung development, were recently reported to require heparin sulfate for their function (Chan, Price, & Pratt, 2017; Knelson, Nee, & Blobe, 2014). In addition, FGF signalling has been reported to mediate pulmonary endothelial glycocalyx reconstitution (Yang et al., 2017).

We found that rhTM treatment up‐regulated the gene set associated with placental blood vessel development, including the heparan sulfate 6‐*O*‐sulfotransferase 1 (HS6ST1) gene. This gene is a member of the heparan sulfate biosynthetic enzyme family (Habuchi, Habuchi, & Kimata, 2004) and, as such, is essential for heparan sulfate synthesis, one of the primary components of the endothelial glycocalyx (Reitsma et al., 2007). As HS6ST1 deficiency is lethal in mice primarily during the later embryonic stages, resulting in abnormal angiogenesis in the labyrinthine zone of the placenta along with aberrant lung morphology similar to that observed in pulmonary emphysema (Habuchi et al., 2007), *HS6ST1* is considered to be essential for angiogenesis also in the pulmonary circulation. Furthermore, cell surface heparan sulfate proteoglycans interact with a myriad of growth factors, receptors and extracellular matrix proteins, resulting in regulation of many receptor–ligand interactions (Habuchi et al., 2004). Thus, heparan sulfate has important functions in a variety of developmental, morphogenetic and pathogenic processes (Habuchi et al., 2007). Heparan sulfate biosynthetic enzymes play important roles in producing numerous distinct heparan sulfate fine structures that perform multiple biological activities. Heparan sulfate is also a component of the endothelial glycocalyx and has been recently reported to be associated with endothelial glycocalyx regeneration (Mensah et al., 2017),

Our current study also indicated that ESM 1 expression was increased in rhTM‐treated mice. ESM 1 is a dermatan sulfate proteoglycan that is principally expressed in pulmonary microcirculation as one of the glycocalyx components (Bechard et al., 2000; Lassalle et al., 1996; Orbegozo et al., 2017; Zhang et al., 2012). ESM 1 expression increases in the presence of pro‐angiogenic growth factors, such as FGF‐2 or VEGF (Aitkenhead et al., 2002; Rennel et al., 2007). It also contributes to the pathophysiology of ARDS (Bull, Clark, McFann, Moss, National Institutes of Health/National Heart, & Blood Institute, 2010; Cross & Matthay, 2011; Orbegozo et al., 2017; Tang et al., 2014; Thille et al., 2013). Therefore, not only heparan sulfate and dermatan sulfate proteoglycan but also several glycosaminoglycans such as hyaluronic acid and sialic acid are considered to be endothelial glycocalyx components. Further, the up‐regulation of *HS6ST1* and *ESM 1*, upon rhTM treatment, is suggested to contribute to endothelial glycocalyx biosynthesis. However, rhTM does not accelerate glycosaminoglycan degradation.

### 4.2 rhTM inhibits glycocalyx injuries through its anti‐inflammatory effects

The pulmonary endothelial glycocalyx becomes injured by inflammatory conditions such as sepsis (Inagawa et al., 2018). Therefore, inhibition of inflammation may protect the endothelial glycocalyx structure (Fukuta et al., 2019; Suzuki et al., 2019). Moreover, excessive secretion of IL‐6 causes cellular injury during sepsis (Tanaka, Narazaki, & Kishimoto, 2014). The present study revealed that serum IL‐6 concentration was reduced by rhTM treatment, consistent with the gene set analysis results of negative regulation of IL‐6 production by rhTM.

Although the beneficial effects of rhTM, used in clinical conditions, remains controversial (Vincent et al., 2019; Yamakawa et al., 2016; Yoshihiro et al., 2019), rhTM treatment is known to decrease administration of albumin in patients with severe sepsis‐induced DIC (Hagiwara, Tanaka, Uemura, Matsuda, & Kimura, 2016). Hence, this phenomenon may be involved in decreasing vascular permeability via glycocalyx protection induced by rhTM treatment.

Moreover, the current study showed that rhTM can inhibit serum HMGB1 concentration during endotoxaemia. Because HMGB1 induces the secretion of IL‐1β, TNF‐α, and IL‐6 from several types of inflammatory cells, including neutrophils and macrophages, it plays an important role in initiating and maintaining the amplification of the inflammatory cascade (Fu et al., 2016; Takahashi et al., 2016), consistent with previous reports that suggested that the N‐terminus of thrombomodulin binds to and decomposes HMGB1, subsequently exerting an anti‐inflammatory effect (Abeyama et al., 2005; Ito et al., 2008; Ito & Maruyama, 2011).

### 4.3 Study limitations

Sepsis is an extremely complex condition in humans compared with simple endotoxaemia in an experimental model. Because our focus in this study was to investigate the direct relationship between endothelial glycocalyx injury and septic vasculitis, we used an endotoxaemia model that does not reflect certain typical septic conditions such as bacterial infection. Thus this would represent a limitation of our current study. In this study, rhTM was administered at a high dose of 30 mg·kg^−1^, because the rhTM used was the human, rather than murine, recombinant form. In addition, the route of administration was i.p. and not i.v., as would be typical in a clinical setting.

Although it was shown here that rhTM up‐regulates genes involved in glycocalyx synthesis in the endothelium, which translates to improved glycocalyx coverage and overall survival in LPS‐induced ARDS, further confirmatory studies, including the use of knockout mice, are necessary to fully elucidate the precise mechanisms that allow rhTM to promote endothelial glycocalyx synthesis under conditions of sepsis.

In conclusion, our data has shown that rhTM treatment protected the endothelial glycocalyx from endotoxaemia‐induced lung injury in mice. This mechanism may reduce the damage associated with inflammation and acceleration of the biosynthesis of the glycocalyx itself. As rhTM is currently used in clinical applications, it may be considered as a novel strategy against septic vasculitis, through its ability to protect the endothelial glycocalyx.

## CONFLICT OF INTEREST

None.

## AUTHOR CONTRIBUTIONS

K.S. and H.O. wrote the manuscript. C.T. prepared the samples for transmission electron microscopy imaging. G.T., C.T., and N.M. performed the transmission electron microscopy imaging. K.S., C.T., H.F., and A.N. made the sample for scanning electron microscopy imaging. K.S., H.O., I.M., A.K., and H.F. performed the scanning electron microscopy imaging. K.S., C.T., H.Y., A.K., A.N., T.W., and S.Y. performed the animal studies. A.S. and T.W. performed the elisa experiment. R.Z., T.D., and K.K. performed the immunohistochemistry. H.T., H.Y., T.F., and H.U. assessed the histological score and cell counts. H.O. and S.T. performed the microarray analysis. H.O., S.T., and H.T. analysed the gene set enrichment analysis. G.T. and S.O. supervised the animal studies. H.O. and G.T. revised and edited the manuscript. All authors have read and approved the final manuscript.

## DECLARATION OF TRANSPARENCY AND SCIENTIFIC RIGOUR

This Declaration acknowledges that this paper adheres to the principles for transparent reporting and scientific rigour of preclinical research as stated in the *BJP* guidelines for Design and Analysis, Immunoblotting and Immunochemistry, and Animal Experimentation and as recommended by funding agencies, publishers, and other organisations engaged with supporting research.

## Supporting information

**Figure S1.** Supporting Information Click here for additional data file.

**Figure S2.** Supporting Information Click here for additional data file.

**Figure S3.** Supporting Information Click here for additional data file.

**Table S1:** Primers for relative quantification Real time RT‐PCR Analyses Click here for additional data file.

## Data Availability

The microarray data reported in this paper have been deposited in the Gene Expression Omnibus database under the Accession Number GSE 130362 (http://www.ncbi.nlm.nih.gov/geo/).

# Supplementary material for: Recombinant thrombomodulin protects against LPS‐induced acute respiratory distress syndrome via preservation of pulmonary endothelial glycocalyx
**Source:** Br J Pharmacol. 2020 Jul 14;177(17):4021–33. doi: 10.1111/bph.15153
**Supplement:** Supplementary file 4 — Table S1: Primers for relative quantification Real time RT‐PCR Analyses

**Supplementary Table: Primers for relative quantification Real time RT-PCR Analyses**

| ***HS6ST1*** | **F 5’ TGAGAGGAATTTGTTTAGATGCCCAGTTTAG 3’**  **R 5’ TGACAGAAGCAGCAGCAACCAAC 3’** |
| --- | --- |
| ***ESM1*** | **F 5’ CGAGGAGGATGATTTTGGTG 3’**  **R 5’ CTGTCACATATGCCCGACTG 3’** |
| ***HPSE*** | **F 5’ TGAGCTCTGATGTGCTGGAC 3’**  **R 5’ CACATAAAGCCAGCTGCAAA 3’** |
| ***GAPDH*** | **F 5’ ATGTTCCAGTATGACTCCACTCACG 3’**  **R 5’ GAAGACACCAGTAGACTCCACGACA 3’** |

How the deposited data were processed for this re-analysis (not part of the article)

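Lung RNA of 3 saline-treated and 3 rhTM-treated mice, taken 30 h after LPS, was measured on 1-colour Agilent SurePrint G3 Mouse arrays, 1 array per mouse. The authors deposited the scanner output of each array from Feature Extraction 10.7.3.1, whose processed signal is an intensity on a linear scale, corrected for background and detrended within the array. The authors also deposited a table of intensity values for the same arrays. Its columns are the same processed signals, averaged over the spots of a probe and not scaled between arrays. In that table the values of saline replicate 1 and rhTM replicate 2 are exchanged relative to the scanner output, and neither the labels nor the paper's text settle which is right. Samples were mapped to groups from the sample labels and the methods, the scanner output was used as assigned in the deposit, and the authors' table was an alternative planned before the data were examined.

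From the deposited intensity values, control spots were left out and the spots of a probe were averaged. The 398 of 56605 probes with only outlier-flagged spots on some array were dropped. The log2 signal of each array was scaled by subtracting its 75th percentile. Scanner output gives no gene names, so accessions of probes were matched without version numbers to a RefSeq gene table of assembly GRCm38.p6, and 32994 of 56605 probes matched, for 22911 genes. The array design was annotated on another build, so no coordinates are given. A probe was kept when it was well above background on all 3 arrays of at least 1 group, which left 36061 probes, and the probe with the highest mean over all 6 arrays stood for its gene, which left 16370 genes. Where the probes of a gene described singly differ in sign by the scanner output, the lowest and highest value are given. A gene that was not well above background on any array of a group has only a bound. The mean log2 value of the brighter group was set against, on each array of the dimmer group, the higher of the gene's own value and the lowest value among probes well above background.

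Groups were compared in R 4.3.3 with limma 3.58.1 (lmFit and eBayes), with Benjamini-Hochberg adjustment over all genes and a threshold of 0.05. Fold and P thresholds of the paper were 2, 0.5 and 0.01. Single genes were also tested by an exact two-sided permutation test, which cannot go below 0.10 with 3 arrays against 3. Ranks used the signal-to-noise metric on linear values, with each SD at least 0.2 of its mean. Signal-to-noise on log2 values was used without that limit on the SD. Gene lists were tested with camera at its preset correlation of 0.01, with adjustment over the 5 lists tied to the paper's conclusions (TGF-β signalling, JAK–STAT signalling, glycosaminoglycan degradation, heparan sulfate synthesis, cell cycle) and separately over 19 other lists. The latter were glycocalyx core proteins, chondroitin and dermatan sulfate synthesis, interleukin-6 and inflammation, interferon response, immediate early genes, circadian clock, hypoxia, sex-linked genes and markers of erythroid cells, neutrophils, macrophages, endothelium, AT1, AT2 and ciliated cells, T cells, B cells, platelets and fibroblasts. All lists were written by hand before the data were examined. The list of glycocalyx core proteins also held Has1, Has2, Has3 and Prcp, which are not core proteins. Beside camera, fry, camera with an estimated correlation, pre-ranked GSEA with fgsea 1.28.0 and the Reactome sets of that package were run. GO and KEGG sets were not used here.

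Genes were named by a rule set before the data were examined. It takes every gene that the paper names in its text or in Fig. 5 and, in each direction, the 5 genes with the largest change among those that pass without overlap of the groups. Because none passed, the 5 with the smallest unadjusted p stood in for them. Genes of Fig. 5 were read from the figure and only counted, never used as a set for a test.

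Alternatives set before the data were examined were background correction by normexp with an offset of 50, quantile normalization, the 75th percentile of probes above background on all arrays, the authors' table, no filter and a stricter filter, the slide as a block, the replicate number as a block, the mean of a gene's probes, each array left out in turn, the methods' t-test and other ranking metrics and set tests. Normexp had been planned on mean spot signals, which the scanner output does not hold, and used median spot signals in their place. A further 6 alternatives were added after the data were seen. They were the authors' table with the slide as a block, without scaling, with quantile normalization, without each array in turn and with the other ranking metrics, and the scanner output without both exchanged arrays. The fits were tested on simulated data. With 200 of 16370 genes changed in arrays simulated for 3 rhTM against 3 saline, limma recovered 44% of changes of 1 log2 unit and 90.5% of changes of 2 log2 units. Of 1000 unchanged lists of unrelated genes, camera called 1.7% at an unadjusted 0.05. Precision is limited by the number of arrays.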

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

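The alternatives that used the authors' table with a slide block, without scaling, with quantile normalization, without each array in turn or with other ranking metrics, and the one that left out both exchanged arrays, were chosen after seeing the data. Where a value changed, the cause was not tested unless one is given.

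Counts. The scanner output gave 0 genes higher and 0 lower after adjustment, at a lowest adjusted p of 0.9998 from limma, with 303 genes at an unadjusted p under 0.05. The count stayed 0 in both directions with normexp, quantile normalization, the percentile of detected probes, the authors' table, no filter, the stricter filter, the slide block, the replicate block, the mean of a gene's probes and the methods' t-test. Leaving out an array gave from 0 to 2 genes higher and from 0 to 5 lower. The 2 came without rhTM replicate 1 and the 5 without saline replicate 1, with 3 arrays against 2. The authors' table with the slide block gave 196 higher and 246 lower, in a fit that sets rhTM replicate 1 alone against the saline arrays, assuming that it varies like the others. Leaving out both exchanged arrays gave 1 gene lower. The paper's thresholds were passed by 8 genes. That count was 0 with normexp, whose offset of 50 brings the fold changes of dim genes closer to 0. It was 3 with the stricter filter, 1 with the methods' t-test, 38 with no filter, where more genes are tested, and 65 with the authors' table. It was 584 with the table and the slide block, 86 with the table unscaled, 60 with the table after quantile normalization and 123 without both exchanged arrays. Without each array in turn it ranged from 11 to 93, the highest without rhTM replicate 2. By the unscaled table the median log2 fold change of all genes was -0.26. Of the genes past the thresholds, 3 of 8 were higher by the scanner output 48 of 65 by the table and 22 of 86 by the table unscaled. Without rhTM replicate 1, which leaves the rhTM group on slide 2, the table gave 455 genes higher and 157 lower after adjustment and 337 past the paper's thresholds, and without saline replicate 1 it gave 1 lower. Its other leave-one-out fits gave 0.

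Replicate numbers. The labels number the mice 1 to 3 in each group without saying that a number is shared. Deviations of same-numbered mice from their group means correlated at -0.30, 0.44 and -0.45 across genes by the scanner output. By the table these values were -0.13, 0.23 and -0.13. The signs differ between numbers, so no pairing is seen. It cannot be excluded either, since the slides and the exchanged arrays enter these values. With the replicate block, 0 genes passed the adjustment and 10 passed the paper's thresholds. The paired fit changed no call for Hs6st1, Esm1 or the 5 lists.

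Hs6st1 and Esm1. The log2 fold change of Hs6st1 was above 0 and not past the adjusted threshold under every alternative, from 0.12 to 0.30 without each array in turn. That of Esm1 ranged from -0.037 without rhTM replicate 1 to 0.68 without rhTM replicate 2. It reached 1.33 with the table and the slide block, where the adjusted p was 0.0432, against 0.370 to 1.00 under the other alternatives. Ranks depended on the genes kept. With no filter, which adds dim genes, Hs6st1 stood at place 4992 and Esm1 at place 3851. Without each array in turn Hs6st1 ranged from place 1115 to 3897 and Esm1 from 983 to 10292. By signal-to-noise on log2 values Esm1 stood at place 3118, by log2 fold change at 502 and by limma's statistic at 2039.

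Lists. The value is the mean log2 fold change. The TGF-β list, at -0.0064, was never past the threshold and turned above 0 with normexp (0.0041), the stricter filter (0.0061), the Reactome set (0.022), the table with slide block (0.011) and as an enrichment score (0.19). Its range without each array was -0.038 to 0.021. The heparan sulfate synthesis list, at -0.0100, turned above 0 with normexp (0.0064), no filter (0.015), the table (0.056), the table with slide block (0.016) or quantile normalization (0.035), and without both exchanged arrays (0.041), with a range of -0.14 to 0.033 without each array, and was never past the threshold. The JAK–STAT list turned below 0 only with the table unscaled (-0.16). The glycosaminoglycan degradation list, past the threshold in camera at -0.22, was not past it with fry or an estimated correlation, which change the test and not the value, with no filter (-0.14), the Reactome set (-0.050), the table (-0.15), the table with slide block (-0.28), unscaled (-0.37) or with quantile normalization (-0.18), without both exchanged arrays (-0.27) or as an enrichment score (-0.59), where 10 splits cannot reach the threshold. Without each array it ranged from -0.25 to -0.17, and was not past the threshold without saline replicate 1 or 2 or rhTM replicate 1 or 2. The cell cycle list, past the threshold in camera at -0.13, was not past it with fry or an estimated correlation at the same value, the Reactome set (-0.023), the table (-0.10), the table unscaled (-0.32) or with quantile normalization (-0.11) or as an enrichment score (-0.60), and ranged from -0.23 to -0.016 without each array, the last, without rhTM replicate 1, not past it. Camera called 2 of the 19 other lists by the scanner output. That number was 0 with fry, 0 with the slide block, 4 with the table and slide block, and 0 to 5 without each array.

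Single genes, none past the adjusted threshold by the scanner output. Hpse turned above 0 with normexp (0.023), the table (0.0051) and without single arrays (-0.12 to 0.037). Il1b turned below 0 with quantile normalization (-0.0093), the mean of its probes (-0.031) and without single arrays (-0.11 to 0.23). Gapdh turned above 0 with the table (0.018) and the table with slide block (0.037), Thbd with the latter (0.0085) and without single arrays (-0.12 to 0.058). Hmgb1 (-0.11), Slc38a11 (-0.11) and Efhc2 (-0.028) turned below 0 with the table unscaled, where 8 of 19, 1 of 5, 3 of 13 and 9 of 20 genes of Fig. 5a, 5c, 5d and 5e were higher. Without single arrays, Il6 ranged from -0.16 to 0.91, Mki67 from -0.36 to 0.019, Fgf10 from -0.31 to 0.24 and Vegfa from -0.17 to 0.021. Some genes kept their sign but moved widely without single arrays. Hmgb1 ranged from 0.16 to 0.67, Sdc1 from 0.028 to 0.32 and Fgf2 from 0.23 to 0.74. Pecam1 ranged from -0.67 to -0.23, Tnf from -0.68 to -0.32 and Gapdh from -0.19 to -0.0095. Il6 (2.05, adjusted p = 0.0409) and Fgf2 (1.11, adjusted p = 0.0372) passed with the table and the slide block, the fit that rests on rhTM replicate 1.

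With few arrays, signal close to background limits the dimmest genes, such as Vwce, which was not tested with the stricter filter or by the table.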

Differences from the paper's values

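The paper gives HS6ST1 the 4th place among 13337 genes. By the scanner output and the signal-to-noise metric Hs6st1 stood at place 1851 of 16370. None of the alternatives set before the data were examined came within 1.5 times of the paper's place. The closest of them was place 1115, without saline replicate 1, and the authors' table gave 1632. The table with signal-to-noise on log2 values and no lower limit on the SD, a combination chosen after seeing the data, gave place 49.

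The paper gives ESM 1 the 20th place. By the scanner output Esm1 stood at place 1013. Here too none of the alternatives set before the data were examined came within 1.5 times of the paper's place. The closest was place 502, by log2 fold change, and the authors' table gave 1492, or 2847 with signal-to-noise on log2 values.

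The paper calls the increase of both genes significant. Here limma's adjusted p was 0.9998 for Hs6st1 and for Esm1 by the scanner output, and 0.309 and 0.460 by the authors' table. The table with the slide as a block, chosen after seeing the data, gave 0.0986 for Hs6st1 and called Esm1, with an adjusted p of 0.0432. The paper's text places HS6ST1 one row higher than the gene list of its Fig. 5a does.

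The paper reports the TGF-β and JAK–STAT pathways as up-regulated. The lists written for them had mean log2 fold changes of -0.0064 and 0.03 by the scanner output, with camera adjusted p of 0.945 and 0.726, and no setting that was run called either list higher with rhTM. The other gene sets and the fold changes of Fig. 5 were not compared as values. The paper reports no difference for glycosaminoglycan degradation, and the list written for it was lower with rhTM in camera by the scanner output, with an adjusted p of 0.0157. It was not called in fry, in camera with an estimated correlation, with no filter, with the Reactome set or by the authors' table.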

Other observations

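The 19 other lists and the rule that named genes were set before the data were examined. Of the tests of explanations below, those on the lists across splits and on the spread of log2 signals were set before their results were seen. The remaining tests of explanations were set after.

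Exchanged arrays. The scanner output and the authors' table give 2 arrays to opposite groups, so both assignments are among the 10 ways to split 6 arrays into 3 and 3, and chance cannot be excluded with so few. At least as many genes passed the paper's thresholds as in the scanner output's split in 8 of the 10, and at least as many as in the table's split in 3. One of those 3, with 67 genes, sets saline replicates 1 and 2 with rhTM replicate 3, which keeps slide 2 together, as the table's split, with 64, does too. The third, saline replicates 1 and 2 with rhTM replicate 2, gave 64 and does not, nor does the split of the scanner output. The other 2 splits that keep slide 2 together gave 16 and 19 genes, so the count does not follow the slide alone. Within slides, the scanner output gave 9 genes past those thresholds with the slide as a block, and the table gave 584, from rhTM replicate 1 alone against the saline arrays. The paper shows in its Fig. 5a genes chosen as highest with rhTM, and 7 of the 19 found had every rhTM array above every saline array by the table, against 2 by the scanner output. Most of the 19 overlapped by either assignment, and the heat map does not name its columns, so the 2 assignments cannot be told apart from these values. What keeps it open is that only a record of which mouse was on which array would decide.

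Slide. The 2 arrays of slide 2 deviated together. Across 16370 genes, which are not independent replicates, the difference of the array scanned as saline replicate 1 from that scanned as rhTM replicate 2 correlated at 0.62 with the difference of rhTM replicate 3 from saline replicates 2 and 3. These contrasts share no array, and the first array of each lies on slide 2. The same difference correlated at 0.08 with that of rhTM replicate 1, on slide 1, from saline replicates 2 and 3. A slide effect may therefore account for part of the 2324 genes at an unadjusted p under 0.05 by the table. By the table the arrays of slide 2 are both rhTM, and a response shared by those mice stays open and untested. The array scanned as saline replicate 1 had the low spike-in slope. A compressed scale of that array was argued against, since the SD of its log2 signals was 0.999 of the median SD of the 6 arrays, where the spike-in slope was 0.766 of the median slope.

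Mouse rhTM 1. This array lay apart from all others, and the first principal component, with 41.5% of the variance, set it at 50.0 and the others between -24.9 and 8.02. The SD of its log2 difference from the other arrays of slide 1 had a median of 0.561, and was at least 0.460, while those arrays differed from each other by at most 0.335, which argues against the slide. Its spike-in slope of 1.08 lay among those of the other arrays of slide 1, which argues against an array that did not follow its spike-ins. Ciliated cell markers were higher on it than the mean of the other arrays by a median log2 value of 0.69, over 13 genes. More airway in the piece of lung is argued against as the whole cause, since erythroid markers were higher by a median of 0.72 as well (10 genes, quartiles 0.26 and 1.12), where no other array was above 0.16. Neutrophil markers were higher by 0.27, platelet markers by 0.63, T cell markers by 0.13, whereas B cell markers differed by -0.18. The lung expresses all of these lists, and blood left in the tissue, RNA quality and the state of that mouse stay open and untested. Esm1, Il6 and Socs3 were each highest on this array, at 2.04, 2.18 and 5.76 on the log2 scale, and by the scanner output the mean log2 signal of the other 2 rhTM arrays was below the saline mean for all 3 genes, so their higher means with rhTM rest on 1 mouse.

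Lists across splits. Camera gave a p as small as in the scanner output's split in 10 of 10 splits for the TGF-β list, 5 for JAK–STAT, 9 for heparan sulfate synthesis, 4 for the cell cycle and 1, the split itself, for glycosaminoglycan degradation. With 10 splits the share is never under 0.1, so chance can be excluded for none of them. At least as many of the 19 other lists were called in 9 of the 10 splits.

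Other lists. Of these lists camera called immediate early genes higher with rhTM by the scanner output, with 20 of 24 genes higher and a mean log2 fold change of 0.15 (adjusted p = 0.0297), and AT1 markers lower, with 1 of 9 higher and a mean of -0.26 (adjusted p = 0.0297). Neither passed in fry (adjusted p = 0.893 for both) or with an estimated correlation (adjusted p = 0.841 for both). The rise of the immediate early genes rested on rhTM replicate 1, where the list stood at 0.41 by the scanner output. On rhTM replicates 2 and 3 it stood at -0.11 and -0.08, within the saline range of -0.17 to -0.03. By the table the list stood at 0.42 on rhTM replicate 1 and at -0.10 and -0.09 on replicates 2 and 3. By the table camera called immediate early genes (mean 0.20, adjusted p = 0.0203), erythroid markers (mean 0.31, adjusted p = 0.0289) and ciliated cell markers (mean 0.58, 13 of 13 higher, adjusted p = 4.53e-06), and fry called none. The remaining lists were called by neither assignment. By the scanner output, where erythroid and ciliated cell markers were not called either, the means were 0.03 for interferon response, -0.0060 for the circadian clock, 0.04 for hypoxia, 0.14 for erythroid, 0.06 for neutrophil, -0.12 for macrophage, -0.06 for endothelial, -0.15 for AT2, 0.18 for ciliated cell, -0.01 for T cell, 0.02 for B cell, -0.19 for platelet and 0.12 for fibroblast markers, and 0.13 for sex-linked genes.

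Genes the paper measures in other samples. The paper reports lower serum IL-6 and HMGB1 with rhTM, and more Ki-67 staining. All of these are proteins. Serum IL-6 was lower at times before the arrays were taken, and HMGB1 at a later time. The RNA values below therefore do not test these reports. The paper's text does not state whether mice on the arrays were among those measured. On the lung arrays at 30 h, log2 fold changes by the scanner output were 0.45 for Il6, 0.44 for Hmgb1, -0.22 for Mki67, 0.21 for Sdc1, -0.42 for Pecam1, -0.06 for Thbd, -0.46 for Tnf, 0.03 for Il1b, 0.49 for Fgf2, -0.07 for Fgf10, -0.08 for Vegfa and -0.12 for Gapdh. The groups overlapped for all of them, and limma's adjusted p was 0.9998 for each. By the table they were 1.20 for Il6, 0.11 for Hmgb1, -0.18 for Mki67, 0.22 for Sdc1, -0.64 for Pecam1, -0.17 for Thbd, -0.44 for Tnf, 0.23 for Il1b, 0.68 for Fgf2, -0.56 for Fgf10, -0.19 for Vegfa and 0.02 for Gapdh, with the lowest adjusted p, 0.309, for Il6, Pecam1 and Fgf2. By the table the groups did not overlap for Il6, Fgf2, Pecam1 and Fgf10 (exact permutation test, two-sided p = 0.10, the smallest possible). Probes of Sdc1 differed in sign by the scanner output, from -0.14 to 0.21, as did those of Il1b, from -0.09 to 0.03, Fgf10, from -0.07 to 0.06, and Vegfa, from -0.10 to 0.0003. No biological explanation was tested for these values.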
